A study of Rattus norvegicus with 10 samples.

How the data were processed

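The measurements were RNA sequencing of the left hippocampus of 10 male TgF344-AD rats aged 11 months. TgF344-AD rats are a transgenic model of Alzheimer's disease. Per the labels, 5 rats ate plain chow and 5 ate chow holding 750 mg of RG2833, an inhibitor of the histone deacetylases HDAC1 and HDAC3, per kg; the drug was started at 5 months of age and given for 6 months. In 1 sentence on the timing, the design text names another drug, ibudilast; the treatment label of each sample and the title name RG2833, and these were followed. RNA was isolated with a column kit and made into strand-specific mRNA libraries, per the labels' protocols. Each library is 1 rat.

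The deposited counts are RSEM expected counts per gene, which are estimates that need not be whole; 11.6% of the values were not whole. The name RSEM comes from the deposited table itself. The aligner, the genome build, the annotation and any filter are not stated by the labels, so no coordinates are given, and whether reads of the human transgenes were counted under the rat genes is not stated either. A second table holds the authors' TMM-normalized CPM signal, that is, counts scaled to 1e6 of a library size scaled by the trimmed mean of M-values. Its values were tested against the counts: in each library 100% of the values above 0 were whole multiples of a single step, and 100% of the whole reads recovered equalled the expected counts rounded to whole numbers. Both tables have 17168 genes. Of these, 25 carry names that a spreadsheet had turned into dates, 2 such names occur on 2 genes each, and none of these was named. Of the gene names, 16722 (97.4%) matched a symbol or synonym in the RefSeq gene table of the GRCr8 assembly, which was used only for names.

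Expected counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 12161 genes (70.8%). Libraries were scaled by TMM, and RG2833 was compared with untreated by the quasi-likelihood F test with robust dispersions. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were taken from the F statistic. Values per library are CPM on the TMM-scaled library size, except for LOC100911576 and Hnrnpc, given on the unscaled library size. Log2 CPM used a prior count of 2. Single values per library were compared by a two-sided exact permutation test over all 252 regroupings of 5 and 5 libraries, whose smallest possible p is 0.00794. Wilson intervals at 95% were computed for shares of counts within a library; they cover counting error only, since reads without molecular identifiers are not independent molecules.

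Before the data were examined, 16 gene lists were fixed: immediate early genes, HDAC genes of classes I, II and IV, synaptic genes, microglia, plaque-associated microglia, astrocytes, oligodendrocytes, endothelium, choroid plexus, dentate granule cells, CA1 and CA3 pyramidal cells, thalamus, striatum, red blood cells, and 7 single genes of interest. Of their 193 entries, 180 matched a gene of the table and 172 were tested. The 14 lists with at least 5 tested genes, the single genes left aside, were tested with camera (limma 3.58.1, preset correlation between genes of 0.01), with fry and camera with an estimated correlation beside it. Lists for neocortex, dendritic mRNA, neuronal cell bodies and further astrocyte genes were written after the data were seen and serve only the closing section. For single libraries, lists were ranked among 10000 random lists of the same size matched on mean expression.

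The genes named in the text follow a rule fixed in advance. It took the 5 genes with the smallest adjusted p in each direction among those that pass, and where fewer than 3 passed, the 3 with the smallest unadjusted p, said not to pass. Members of the immediate early, HDAC and single-gene lists were named at an unadjusted p under 0.05. The rule names 9 further genes in any case, of which these 7 are reported here: Hdac1, Hdac3, Arc, Fos, Egr1, Bdnf and App. Genes without a symbol were left out of the naming.

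The fits were tested on simulated data. With 200 of 12116 genes changed 2-fold in counts drawn from the libraries' own means and dispersions, 76.5% were recovered with 6 other calls, and with no gene changed there were 0 calls. In the deposited counts, thinned by known factors so that the differences between animals stayed in, a mean of 44.7% of 200 genes was recovered at 1.5-fold, 77.8% at 2-fold and 92.0% at 3-fold over 3 draws each.

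No 2 libraries were counted as 1: over all 45 pairs, the chi-square statistic per gene was at least 7.43, where sampling noise alone gives about 1. The columns of both tables each belong to 1 rat. Total counts ran from 15118203 to 18533520 per library.

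Alternatives fixed in advance were median-of-ratios size factors and upper-quartile normalization, no filter and a filter of 10 counts in every library, DESeq2 1.42.0, limma-voom with and without sample weights, non-robust dispersions, counts not rounded, the authors' normalized values with limma-trend and a pseudocount of 1 or 0.1, the replicate number as a block, 1 surrogate variable (sva 3.50.0), the choroid plexus list as a covariate, a threshold of 0.1, and each library left out in turn. Chosen after the data were seen were the reads recovered from the authors' values, the ribosomal RNA genes left out, the ribosomal RNA share as a covariate, 2 surrogate variables, the 2 libraries richest in choroid plexus RNA left out, and all alternatives for the number of genes detected and for the correlation between libraries.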

Results

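Gene expression was measured in the left hippocampus of 10 male TgF344-AD rats at 11 months of age, 5 untreated and 5 fed RG2833, an inhibitor of HDAC1 and HDAC3, for 6 months. The design has a single comparison, which asks how the drug affects gene expression in transgenic males. Wild-type rats and females were not analysed here.

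The libraries were of similar depth. Total expected counts were 17377762 ± 1122314 in untreated rats and 16097119 ± 939090 in RG2833 rats (mean ± SD, n = 5 each). The RG2833 total was lower by 7.37% of the untreated mean, a difference that did not pass a two-sided exact permutation test (p = 0.0952). It passed in 1 of the 10 sets that each left out a library: without untreated replicate 4 the exact p was 0.0476. Ribosomal RNA, counted under 3 gene names, took from 4.07% (95% Wilson interval 4.06 to 4.08) of the counts in untreated replicate 1 to 11.41% (11.40 to 11.43) in untreated replicate 3. Its mean share was 6.83% ± 3.01 in untreated and 7.50% ± 2.07 in RG2833 rats (n = 5 each; exact permutation p = 0.683). The number of genes with at least 1 count was 13781.6 ± 70.1 in untreated and 13646 ± 41.8 in RG2833 libraries. The RG2833 mean was lower by 135.6 genes, and the 2 groups did not overlap (exact permutation p = 0.00794, the smallest possible; adjusted p = 0.0317 over 4 library measures). This measure was chosen after the data were seen. With every library drawn down to 13770311 counts outside ribosomal RNA, the RG2833 mean was lower by 97.98 genes, the groups overlapped, and the exact permutation p was 0.0397. TMM factors were 1.02 ± 0.03 in untreated and 0.98 ± 0.03 in RG2833 libraries (n = 5 each; exact permutation p = 0.111).

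Libraries of the same group were not more alike than libraries of different groups. The mean Pearson correlation of log2 CPM, taken across genes, was 0.973 among untreated libraries, 0.981 among RG2833 libraries and 0.978 between groups. The difference of within-group and between-group correlation was -0.0011, and 72 of the 126 ways of splitting the libraries into 5 and 5 gave a value as large (exact permutation p = 0.571). Its sign changed when untreated replicate 1 or untreated replicate 3 was left out, to 0.00015 and 0.0013. The first principal component held 40.1% of the variance and the second 27.2%; neither separated the groups (exact permutation p = 0.492 and 0.690, n = 5 each). Of the 20 genes with the largest loadings, 11 on the first and 11 on the second component belonged to the choroid plexus list. The third component, with 8.71% of the variance, differed between groups at an unadjusted exact permutation p of 0.0238, which did not pass over the 3 components tested (adjusted p = 0.0714).

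**Figure D1:**
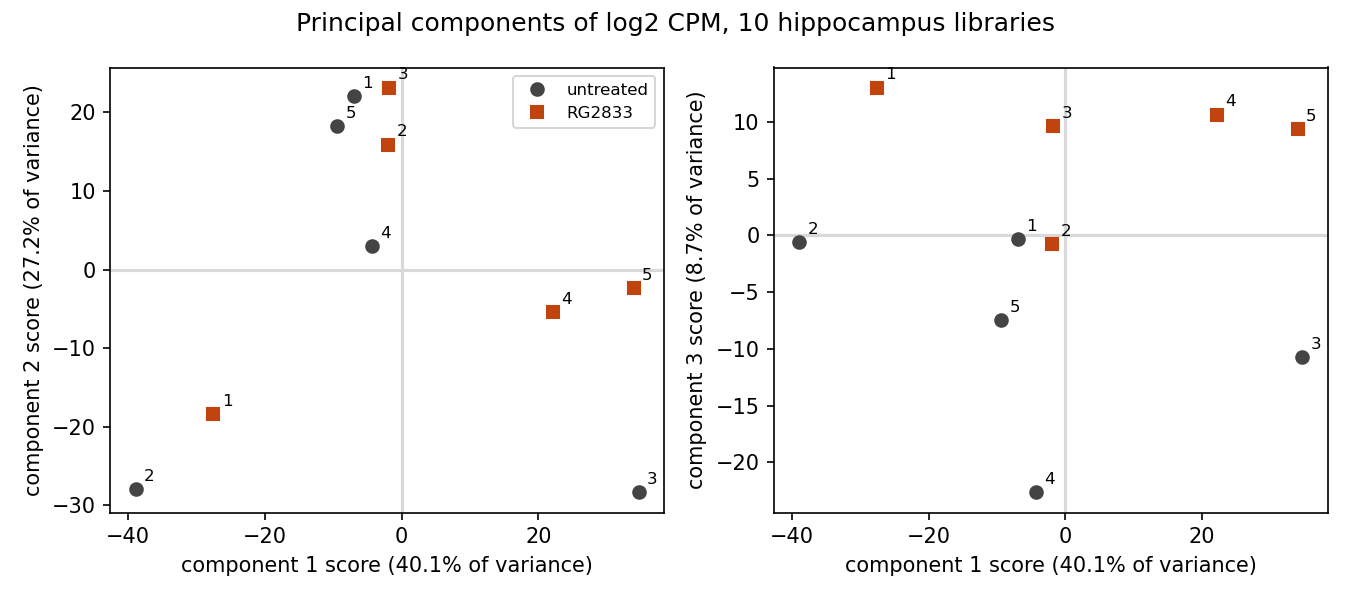
Scores of the 10 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM, without units, each point a rat labelled by its replicate number; circles are untreated and squares RG2833. Component 1 holds 40.1% of the variance, and on it the groups overlap.

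No gene passed the comparison of RG2833 with untreated. Of 12161 genes tested with edgeR's quasi-likelihood test, 0 had an adjusted p under 0.05 and 0 under 0.1; the smallest adjusted p was 0.841. At an unadjusted p under 0.05 there were 688 genes, 358 higher and 330 lower in RG2833, where chance alone would give 608. For 122 genes (1.00%) the log2 CPM values of the groups did not overlap, against 0.794% by chance. The common biological coefficient of variation was 21.0%, and the median absolute log2 fold change was 0.09. The alternative that moved the count most was a fit with 2 surrogate variables, chosen after the data were seen, in which 31 genes had an adjusted p under 0.05; DESeq2 gave 6. The number at an unadjusted p under 0.05 was 1732 without untreated replicate 3, 375 without RG2833 replicate 4 and 424 without RG2833 replicate 5. In counts thinned by a known factor, the same test recovered from 84 to 95 of 200 genes changed 1.5-fold and from 149 to 161 of 200 changed 2-fold. Changes of 1.5-fold or less were thus not reliably detectable with these libraries. The shares recovered hold for 200 genes changed at once, and fewer changed genes were not tried.

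The genes with the smallest unadjusted p did not pass the adjustment, and each is reported as such. Among higher genes, Masp1 rose from 25.4 ± 1.62 CPM in untreated to 32.5 ± 1.36 CPM in RG2833 rats (n = 5 each), a log2 fold change of 0.35 (SE 0.06). Ret rose from 15.5 ± 0.73 to 20.3 ± 1.44 CPM, a log2 fold change of 0.39 (SE 0.07). Emx2 rose from 29.8 ± 1.6 to 39.1 ± 3.79 CPM, a log2 fold change of 0.40 (SE 0.07). Among lower genes, Zfp133 went from 15.7 ± 0.55 to 12.5 ± 1.05 CPM, with a log2 fold change of -0.33 (SE 0.07). Cirbp went from 43 ± 4.73 to 33.7 ± 2.46 CPM (log2 fold change -0.35, SE 0.08), and Cep95 from 12.6 ± 2.18 to 9.07 ± 0.40 CPM (log2 fold change -0.48, SE 0.11). The edgeR adjusted p was 0.841 for all 6. The groups did not overlap for any of the 6 genes, which gives the smallest exact permutation p there is, 0.00794, before any adjustment for having been picked from 12161 genes. Under DESeq2 the adjusted p was 0.0130 for Masp1, 0.0143 for Ret and 0.0203 for Emx2. Under 2 surrogate variables it was 0.0416, 0.0473 and 0.0364. Over all alternatives, leave-one-out fits included, it ranged from 0.0130 to 1.00 for Masp1.

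**Figure D2:**
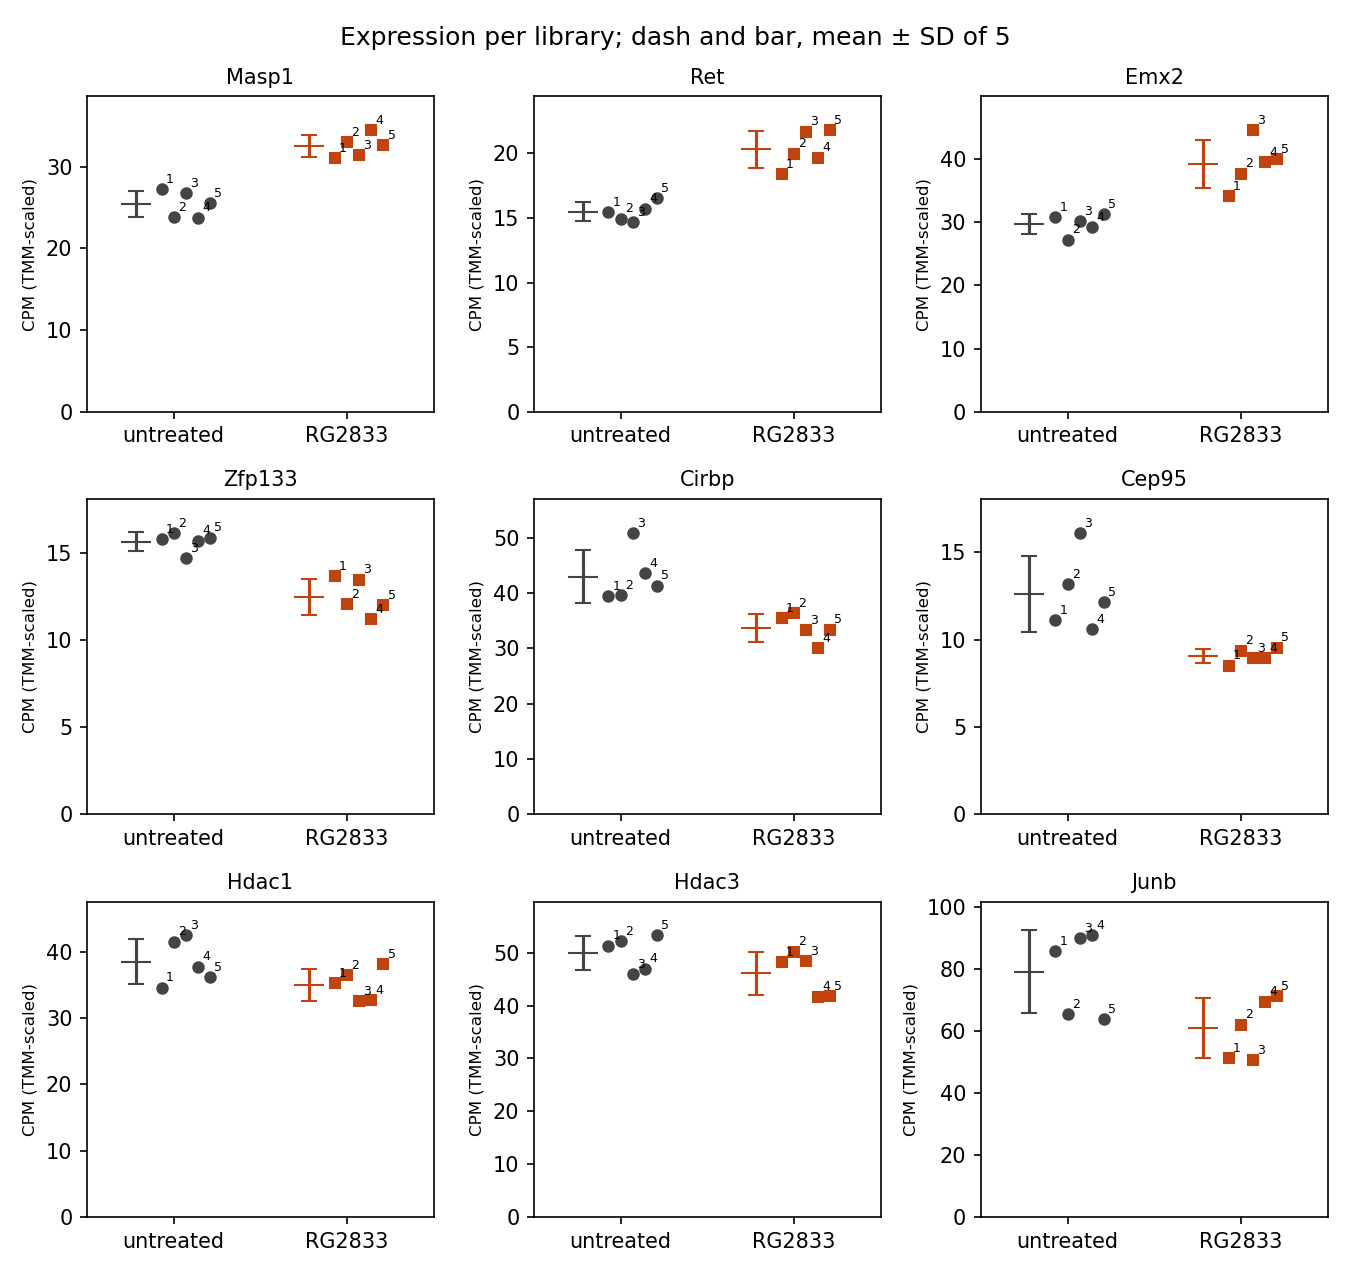
Expression in CPM on the TMM-scaled library size for 9 genes, one panel each with an axis from 0; points are rats labelled by replicate number, and the dash and bar give the mean ± SD of 5. The groups do not overlap for Masp1, Ret, Emx2, Zfp133, Cirbp and Cep95, none of which passed the adjustment, and they overlap for Hdac1, Hdac3 and Junb.

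Transcripts of the drug's targets, Hdac1 and Hdac3, had lower means in RG2833 rats, and neither passed a test of the difference (exact permutation p = 0.111 and 0.151, n = 5 each). Hdac1 was at 38.5 ± 3.39 CPM in untreated and 35 ± 2.42 CPM in RG2833 rats (log2 fold change -0.14, SE 0.07; edgeR adjusted p = 0.841, adjusted over the list alone 0.438). All 5 RG2833 values lay below the untreated mean, and the ranges overlapped. A near copy, Hdac1l, is in the table with few counts, and how reads were divided between them is not stated, so this value is uncertain. Hdac3 was at 50 ± 3.26 and 46.1 ± 4.01 CPM (log2 fold change -0.12, SE 0.07; edgeR adjusted p = 0.852, adjusted over the list alone 0.438). Of the 11 HDAC genes fixed in advance, 9 were tested; 4 were higher and 5 lower in RG2833, from -0.14 for Hdac2 to 0.28 for Hdac5 on the log2 scale. At an adjusted p under 0.05, 0 passed adjusted over the list alone and 0 over all genes, and 0 had an unadjusted p under 0.05. The list's mean log2 fold change was 0.0044 (camera adjusted p = 0.868).

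The immediate early genes, which neurons transcribe within minutes of activity, had a mean log2 fold change of -0.13 over 18 genes, 12 lower and 6 higher in RG2833 (camera adjusted p = 0.417). Of these genes 0 passed adjusted over the list alone and 0 over all genes, and 1 had an unadjusted p under 0.05. This was Junb, which fell from 79.0 ± 13.4 to 60.8 ± 9.71 CPM (log2 fold change -0.38, SE 0.14; edgeR adjusted p = 0.841, 0.371 adjusted over the list alone; exact permutation p = 0.0635). Arc was at 125 ± 31.7 CPM in untreated and 142 ± 44.9 CPM in RG2833 rats, with a log2 fold change of 0.19 (SE 0.22), which turned to -0.02 without RG2833 replicate 5. Fos had a log2 fold change of -0.11 (SE 0.30), which was 0.10 without untreated replicate 3 and 0.0064 without untreated replicate 4. Egr1 had one of -0.25 (SE 0.17), which was -0.12 without untreated replicate 3 and -0.33 without RG2833 replicate 5. The list passed camera at an adjusted p of 0.0146 without untreated replicate 5 (mean log2 fold change -0.23), and at 0.031 with 1 surrogate variable (-0.22); over all alternatives the adjusted p ran from 0.0146 to 0.964. It did not pass under fry or camera with an estimated correlation.

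App and Bdnf, named in any case, did not differ by more than the error. App was at 2351 ± 458 CPM in untreated and 2196 ± 302 CPM in RG2833 rats (log2 fold change -0.10, SE 0.15). Its log2 fold change was -0.018 without untreated replicate 1 and -0.21 without untreated replicate 3. Bdnf had a log2 fold change of -0.07 (SE 0.32). With all libraries the edgeR adjusted p was at least 0.958 for both, and the sign for Bdnf changed under several alternatives. Bdnf was at 17.3 CPM in untreated replicate 3 and from 49.8 to 60.4 CPM in the other untreated libraries.

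Of the 14 gene lists tested, 1 passed camera with its preset correlation. Such a pass is weak evidence: in 96 of 100 splits of the libraries into 5 and 5, the real one included, at least 1 list passed. The astrocyte list had a mean log2 fold change of 0.21, with 9 of its 10 genes higher in RG2833 (camera adjusted p = 0.000806). It did not pass under fry (adjusted p = 0.766) or under camera with the correlation between its genes estimated from the libraries at 0.575 (adjusted p = 0.603). Vim, the 1 lower gene, falls outside the naming rule and had the largest change of the list (log2 fold change -0.72, SE 0.27, edgeR adjusted p = 0.841). It ran from 65.4 to 216 CPM in untreated and from 59.7 to 83.5 CPM in RG2833 rats. The mean log2 CPM of the list was higher in RG2833 by 0.21, with an SD of 0.19 among untreated and 0.23 among RG2833 libraries (n = 5 each; exact permutation p = 0.159), and 4 of the 5 RG2833 libraries lay above the untreated mean. In no list did the exact permutation test pass over the 14 lists; its smallest adjusted p was 0.741.

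The other lists did not pass camera. The mean log2 fold change was 0.05 for synaptic genes and 0.05 for microglia. It was -0.04 for plaque-associated microglia and -0.10 for oligodendrocytes. For endothelium it was 0.17 (camera adjusted p = 0.106), for CA1 pyramidal cells 0.22 (0.106) and for thalamus -0.35 (0.119). The endothelial list passed without untreated replicate 3 (mean 0.35, camera adjusted p = 0.000848) and without RG2833 replicate 3 (0.24, 0.0208). It also passed in limma-voom with sample weights (0.26, 0.00139), with 2 surrogate variables (0.17, 0.00215) and without the 2 libraries richest in choroid plexus RNA (0.23, 0.0215). Its mean fell to 0.077 without untreated replicate 1 (0.535) and to 0.044 without RG2833 replicate 5 (0.491). The CA1 list passed without untreated replicate 5 (0.43, 0.00143) and without RG2833 replicate 4 (0.29, 0.0231). The thalamus list passed without RG2833 replicate 5 (-0.38, 0.0401) and in DESeq2 (-0.34, 0.0424). The microglia list passed without untreated replicate 3 (0.26, 3.78e-05) and in limma-voom with sample weights (0.15, 0.00297). The oligodendrocyte list passed without untreated replicate 3 (-0.22, 0.0172), without RG2833 replicate 5 (-0.22, 0.0401) and in limma-voom with sample weights (-0.29, 6.36e-05). Over all alternatives the adjusted p reached 0.935 for endothelium and oligodendrocytes, 0.980 for microglia and 0.766 for CA1 and thalamus. The mean was -0.22 for dentate granule cells, -0.06 for CA3 pyramidal cells and -0.02 for striatum. For the choroid plexus list it was 0.03, while the difference of mean log2 CPM was -0.88 with an SD of 2.72 among untreated and 3.23 among RG2833 libraries (n = 5 each; exact permutation p = 0.532). In that list 2 libraries, untreated replicate 2 and RG2833 replicate 1, set the value: the mean log2 fold change was 3.24 without the first and -4.57 without the second. The list passed camera without the second (adjusted p = 1.25e-05) and without both (-1.32, 5.50e-06). Only 3 red blood cell genes, Hba1, Hba2 and Hbb, were tested, too few for a list test; their log2 fold changes were -0.49, -0.58 and -0.33.

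**Figure D3:**
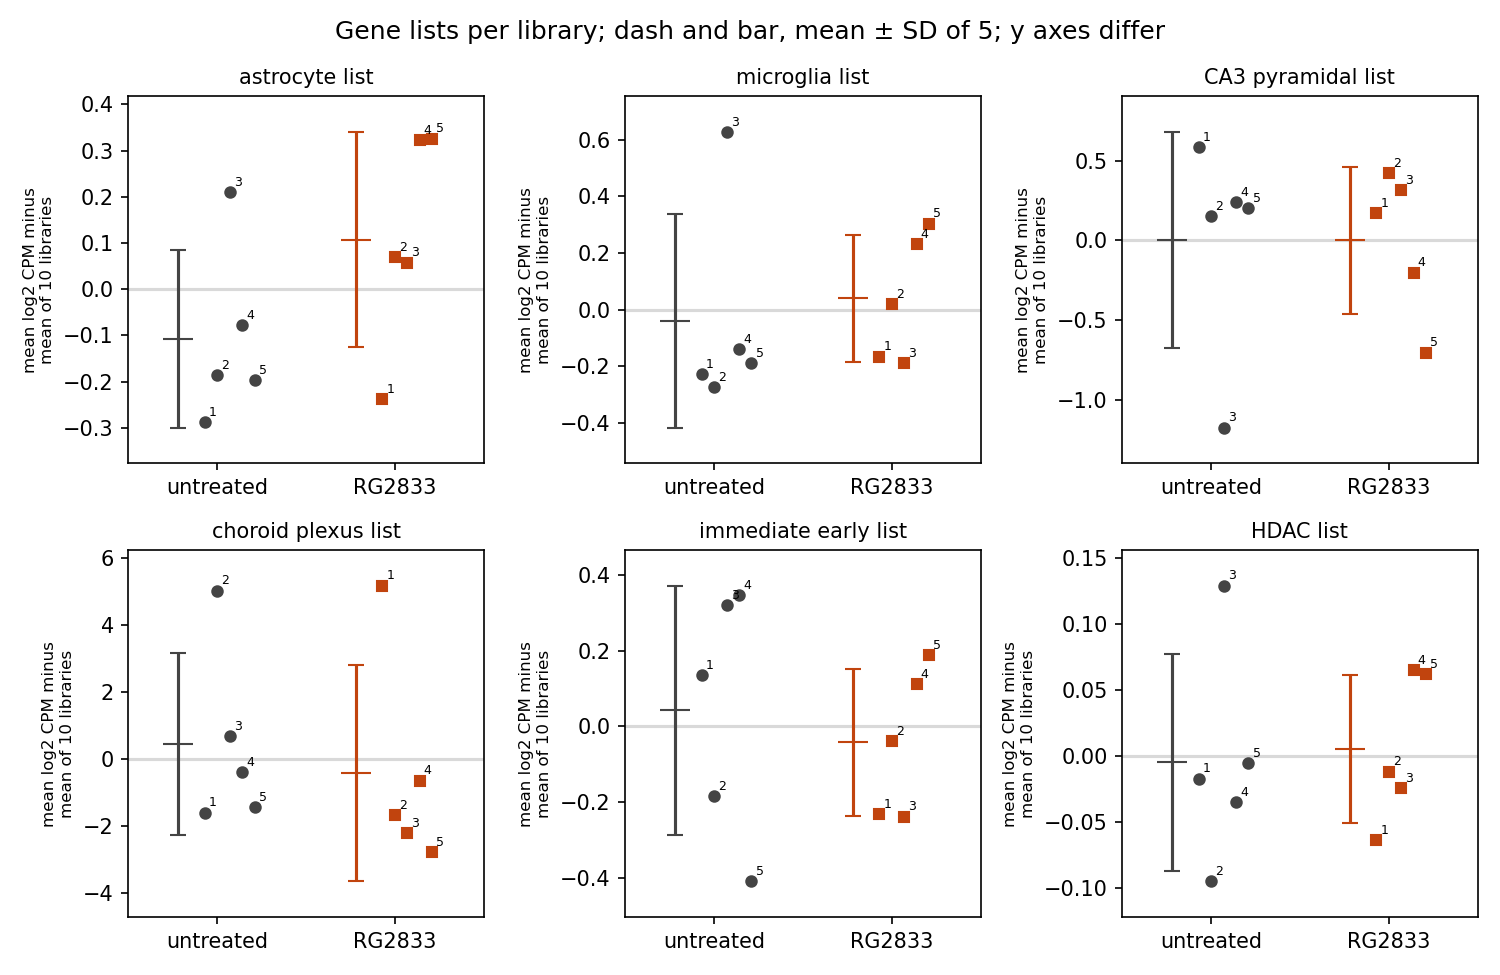
Mean log2 CPM of 6 gene lists in each library, as a difference from the mean of the 10 libraries; points are rats labelled by replicate number, the dash and bar give the mean ± SD of 5, and the axes differ between panels. Untreated replicate 2 and RG2833 replicate 1 lie 5.02 and 5.16 above the mean in the choroid plexus list, and untreated replicate 3 lies at 0.63 in the microglia list and at -1.18 in the CA3 list.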

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

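Each library's value was compared with the other 4 of its group, and a value was looked at again when its gap to the nearest of the others exceeded 0.71 of the group's range. Of 82 sets of 5 values tested, 5 did so, where chance gives 4.1. Tests chosen only after the result was seen were those of choroid plexus tissue and of a drug effect for the choroid plexus list, of the share of neurons for microglia, and of the dentate granule list for Bdnf.

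In the choroid plexus list, RG2833 replicate 1 lay above the rest of its group by 0.732 of the range. Its count of Ttr was 126904, against 45 to 1199 in the other RG2833 libraries. The next most abundant genes of the list there, Kl and Clic6, were at 319 and 220 CPM, and in untreated replicate 2 at 271 and 223 CPM. In the other 8 libraries 8 of the 13 tested genes of the list also had a median over 1 CPM, and none of the 13 is in another list. An effect of RG2833 is argued against, since 0 of the other 4 RG2833 libraries lay above the untreated median. All 13 genes were higher in that library than in each of the other 4, which choroid plexus tissue left on the dissected hippocampus would give. Untreated replicate 2 had 135267 counts of Ttr, so such carry-over may have occurred in both groups.

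Untreated replicate 3 stood apart in 3 measures. Its CA3 list was low by 0.755 of the range of its group. Scaling is argued against, since the library's deviation from the other untreated libraries moved by a share of 0.040 of itself over 3 scalings. So is neocortical tissue, since the neocortex list stood at the 44.3 percentile of random lists there. A sample rich in neuropil and poor in cell bodies remains a candidate explanation: the list of dendritic mRNAs stood at the 96.3 percentile and that of cell-body mRNAs at the 1.41 percentile. It cannot be told apart from whatever sets the ribosomal RNA share. That share was highest in untreated replicate 3 (11.4%) and RG2833 replicates 4, 5 and 3 (9.37%, 8.92% and 8.71%). The dendritic list was highest in the same libraries. Of the dendritic genes, 2 are in another list. RG2833 replicates 4 and 5 had the same direction, with dendritic lists at 98.7 and 99.4 and cell-body lists at 0.25 and 0.15, and their CA3 lists stood at 0.09 and 0. RG2833 replicate 3 goes against a link of dendritic mRNA with low CA3: its dendritic list stood at 100, its cell-body list at 56.6 and its CA3 list at 100. Their neocortex lists, however, stood at 98.6 and 99.9, so neocortical tissue stays open for these. The neocortex, dendritic and cell-body lists were written after the data were seen. A difference in the biology of this rat was not tested, since nothing in the labels sets it apart.

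In the same library the microglia list was high by 0.849 of the range. Scaling moved the deviation by a share of 0.071. A lower share of neurons alone would also raise the oligodendrocyte list, which in that library was instead lower than in the other untreated libraries by a log2 difference of -0.70. This does not decide the question. As a difference from the mean of the 10 libraries, that list ran from -0.12 to 0.46 in the other untreated libraries, so it varies widely by itself. Other lists, as differences from the mean of the 10 libraries, go with fewer neurons. The astrocyte list was at 0.21, against -0.29 to -0.08 in the other untreated libraries. The endothelial list was at 0.52, against -0.48 to 0.03, and the cell-body list at -0.25, against -0.05 to 0.24. Fewer neurons thus stay open as a part or the whole of the rise. More microglia in that animal, or in the part dissected, stays open and was not tested.

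Bdnf in that library was 17.3 CPM, against 49.8 to 60.4 CPM in the other untreated libraries, a gap of 0.756 of the range. Scaling moved the deviation by a share of 0.036. Fewer CA3 and dentate granule neurons in the sample may account for it, since the dentate granule list stood at the 0.01 percentile of random lists in that library.

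On the third principal component, RG2833 replicate 2 scored -0.77, while the other 4 RG2833 libraries scored from 9.33 to 13, a gap of 0.734 of the range. Greater depth is argued against: with all libraries drawn down to one depth the gap was 0.722 of the range. A mislabelled library cannot be told apart. On the 50 genes with the smallest p in a fit without it, the library lay at 0.489, where 0 is the untreated mean and 1 the RG2833 mean. The same test put 5 of the 10 libraries nearer their own group, with untreated replicate 3 at 0.898 and RG2833 replicate 1 at 0.254, so these genes do not tell the groups apart in a library left out.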

How the results depend on the processing

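Chosen only after the data were seen were 2 surrogate variables, the ribosomal RNA covariate, the reads recovered from the authors' values, the ribosomal RNA genes left out, the 2 libraries richest in choroid plexus RNA left out, and all alternatives for genes detected and for the correlation between libraries. The count of genes with an adjusted p under 0.05 was 0 in all settings tried, at a threshold of 0.1 and in the 10 fits that each left out a library, with 2 exceptions: it was 6 in DESeq2 and 31 with 2 surrogate variables. All 6 and all 31 genes were higher in RG2833, and 5 genes were shared between the sets. At an unadjusted p under 0.05 the count of 688 became 1263 in limma-voom with sample weights and 1819 with 2 surrogate variables. It ranged from 375 to 1732 across the 10 fits that each left out one replicate: 1732 without untreated replicate 3, 375 without RG2833 replicate 4 and 424 without RG2833 replicate 5. These libraries had the highest scores on the first principal component, 34.7, 22.1 and 34.0, against -38.9 to -1.80 in the others. By chi-square per gene, untreated replicate 3 lay nearer RG2833 replicates 4 and 5 (22.5 and 26.4) than its own group (73.3 to 163). Leaving it out thus removed an untreated library that resembled those RG2833 libraries. Why these libraries were alike, and why the counts moved in the other settings, was not tested.

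The replicate block gave 0 genes at an adjusted p under 0.05 and 401 at an unadjusted p under 0.05. Deviations of same-numbered rats from their group means had correlations of -0.26, -0.11, -0.49, -0.03 and -0.19 across genes. No pairing by replicate number was thus visible, though a weak one could be hidden by the larger differences between rats.

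Camera with its preset correlation passed 1 list of 14. The number was 2 in DESeq2, 4 in limma-voom with sample weights, 2 with 1 surrogate variable, 2 with 2 surrogate variables, 3 without the 2 libraries richest in choroid plexus RNA, and 0 with an estimated correlation and 0 with fry. Leaving out one replicate each gave from 1 to 4 lists; 4 passed without untreated replicate 3, 3 without untreated replicate 5 or RG2833 replicate 5, and 2 without RG2833 replicate 1, 3 or 4. The astrocyte list kept its mean log2 fold change of 0.21 but no longer passed with an estimated correlation (adjusted p = 0.603) or fry (0.766). In the other settings of this part it passed, with means from 0.12 with 1 surrogate variable to 0.29 without untreated replicate 3 and camera adjusted p up to 0.022. The loss under an estimated correlation follows from the setting itself, which allows for genes that vary together. At the preset correlation, at least 1 list passed in 96 of 100 splits into 5 and 5, so these numbers of lists carry little weight.

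The immediate early list, lower in all settings tried, passed with 1 surrogate variable (mean -0.22, camera adjusted p = 0.031) and without untreated replicate 5 (-0.23, 0.0146). The mean ran from -0.23 to -0.049 (without untreated replicate 3) across the fits that each left out one replicate, and its adjusted p over all alternatives from 0.0146 to 0.964. The HDAC list lay near 0 and changed sign: its mean was -0.0030 with upper-quartile normalization, -0.029 with 1 surrogate variable, -0.0052 with the choroid plexus covariate, -0.013 with the ribosomal RNA covariate, -0.012 with 2 surrogate variables and -0.0067 without the 2 libraries richest in choroid plexus RNA. With one replicate left out it ran from -0.017 without untreated replicate 2 to 0.049 without untreated replicate 3. It passed in no setting. The cause was not tested.

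Other lists changed sign as follows. Choroid plexus had a mean of -1.07 in limma-voom, -0.26 with sample weights, -0.54 and -0.90 in the authors' values with a pseudocount of 1 and 0.1, -1.37 with the replicate block, -0.088 with its own covariate and -1.32 without the 2 libraries richest in it. It passed in the last of these (camera adjusted p = 5.50e-06) and without RG2833 replicate 1 (-4.57, 1.25e-05), over a range up to 0.935. Striatum had 0.030 in limma-voom, 0.026 with sample weights, 0.023 and 0.033 in the authors' values, and 0.026 with the replicate block. CA3 had 0.0023 in limma-voom, 0.0097 in the authors' values with a pseudocount of 0.1, 0.079 with 1 and 0.061 with 2 surrogate variables, and 0.13 with the ribosomal RNA covariate. Plaque-associated microglia had 0.018 at 10 counts in every library, 0.0028 with sample weights, 0.024 and 0.0058 in the authors' values, and 0.015 with 2 surrogate variables. Microglia had -0.061 with 1 surrogate variable and -0.0047 with the ribosomal RNA covariate. Dentate granule cells had 0.0031 with 1 and 0.021 with 2 surrogate variables, and 0.0073 with the ribosomal RNA covariate. With one replicate left out, the mean ran from -4.57 (without RG2833 replicate 1) to 3.24 (without untreated replicate 2) for choroid plexus, from -0.14 to 0.17 (without untreated replicate 3) for striatum, from -0.24 to 0.086 (without untreated replicate 1) for CA3, from -0.084 (without untreated replicate 1) to 2.34e-05 (without untreated replicate 2) for plaque-associated microglia, from -0.017 (without RG2833 replicate 5) to 0.26 for microglia and from -0.22 to 0.0086 (without untreated replicate 4) for oligodendrocytes. The dentate granule mean kept its sign in these fits, from -0.35 (without RG2833 replicate 3) to -0.058 (without untreated replicate 2). So did the synaptic mean, from 0.0080 (without RG2833 replicate 3) to 0.079 (without untreated replicate 1). The causes were not tested.

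Among named genes, 3 changed sign in some settings. Bdnf had a log2 fold change of 0.13 with 1 and 0.091 with 2 surrogate variables and 0.14 with the ribosomal RNA covariate. Fos had 0.19 in limma-voom with sample weights. With one replicate left out, the range was -0.28 to 0.056 (without RG2833 replicate 5) for Bdnf, -0.30 to 0.10 (without untreated replicate 3) for Fos and -0.020 (without RG2833 replicate 5) to 0.32 for Arc. None of these had an adjusted p under 0.05 in any setting.

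The total count kept its direction, and the difference ran from -1628974 to -991703 with one replicate left out, with an exact permutation p of 0.0476 without untreated replicate 4. The correlation within minus between groups ran from -0.0029 to 0.0013, without untreated replicate 3, with one replicate left out. The number of genes detected was lower in RG2833 in all settings tried. The difference was -152 for genes with 10 or more counts (exact permutation p = 0.0635) and -92.0 at equal depth without the 2 libraries richest in choroid plexus RNA (0.0571), where fewer libraries also allow fewer small p-values. Besides the immediate early and choroid plexus lists, whose passes are given above, 20 values of single lists and named genes passed a threshold that they had not passed before, 12 in settings with all libraries or a pair left out and 8 with one replicate left out. These are Masp1, Ret and Emx2 in DESeq2 and with 2 surrogate variables, and lists that are part of the list numbers above.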

Other observations

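Chosen only after the result was seen were the tests of genes that vary together and of the share of neurons, the count of splits for the further astrocyte list, and that list's tests other than camera with its preset correlation.

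The 688 genes at an unadjusted p under 0.05 are not unusually many: 24 of 100 splits of the 10 libraries into 5 and 5, the real one included and the rest drawn from the 126 possible, gave as many, with a median of 382.5 genes. For the 6 genes called by DESeq2, 11 of 30 splits gave as many, again with the real one included. For the 31 genes called with 2 surrogate variables, 5 of 100 splits gave as many, the real one included and each with surrogate variables of its own. That share lies at the threshold of 0.05 and does not clear it. The median split gave 0 genes, 13 of the 100 gave any, and the largest count was 715. Emx2, Masp1, Ret, Hsd11b1 and Htra1 were in both sets. Hsd11b1 and Htra1 fall outside the naming rule and were singled out after their values were seen.

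The rise of the astrocyte list in RG2833 was weighed further. Of 100 splits, the real one included, 9 gave a camera p as small, and with the correlation between its genes estimated the adjusted p was 0.603, so astrocyte genes that rise and fall together between animals may give this result without any drug effect. With choroid plexus carry-over and the ribosomal RNA share as covariates, the mean log2 fold change was 0.18 and 0.15 in place of 0.21. Neither covariate thus took the rise away. The list still passed camera (adjusted p = 0.00243 and 0.00144, within a range of 3.11e-06 to 0.766 over all alternatives). That was at the preset correlation, so it does not decide whether the rise left over exceeds the differences between rats. A difference in dissection may account for the rise. With the dendritic minus the cell-body list as a covariate, the mean fell to 0.016 (camera adjusted p = 0.422), although the difference of that measure between groups did not itself pass (0.29, exact permutation p = 0.119). A drug effect on both lists would give the same result. The covariate need not measure dissection alone, since the dendritic list was highest in the libraries with the highest ribosomal RNA share. The fit with this covariate gave 0 genes at an adjusted p under 0.05 and 1548 at an unadjusted p under 0.05, against 688 without it. A lower share of neurons cannot be told apart: the astrocyte list rose against the oligodendrocyte list by 0.29, with an SD of 0.54 among untreated and 0.26 among RG2833 libraries (exact permutation p = 0.325), and the spread is too wide to decide.

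A list of 28 further astrocyte genes, of which 26 were tested, was written to ask whether the rise extends beyond the first list. It leaves out the first list and the genes called in any setting. Of the 26 genes 25 were higher in RG2833, with a mean log2 fold change of 0.30, and camera with its preset correlation gave p = 2.58e-12. That met the criterion set before the test, p under 0.05, but the value overstates the evidence: with the correlation estimated at 0.778, camera gave p = 0.121, fry gave 0.108, and the exact permutation test of the list's mean gave 0.135, with 4 of the 5 RG2833 libraries above the untreated mean. In 6 of 100 splits, the real one included, the preset camera p was as small. A general rise of astrocyte transcripts under RG2833 is thus a hypothesis that 5 rats against 5 cannot decide, since the lists differ between rats of one group (SD 0.29 among untreated) by about as much as between groups (0.31).

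Fewer genes were detected in RG2833 libraries, 13593 to 13685 against 13699 to 13887. Lower depth as the whole of it is argued against, since at equal depth outside ribosomal RNA a difference of -97.98 genes was left (exact permutation p = 0.0397), in place of -135.6, although the groups then overlapped, where the criterion set before the test also asked that they stay apart. Choroid plexus carry-over is likewise argued against, since without the 2 libraries richest in it the difference was -92.0 (exact permutation p = 0.0571, with 4 libraries against 4). RNA quality was not tested, and an effect of the drug stays open as untested.

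LOC100911576, named for its likeness to hnRNP C and chosen after its values were seen, had 0 counts in RG2833 replicate 1, which allows up to 0.196 CPM, and 2 counts in RG2833 replicate 4, against 313 to 1312 counts in the other 8 libraries. CPM values of this locus and of Hnrnpc are on library sizes without TMM scaling. Reads assigned to Hnrnpc in place of this locus cannot be told apart from other sources, such as an allele carried by these 2 rats. Hnrnpc was higher in the 2 libraries by 41.3 CPM, close to the 48.2 CPM that the locus had on average in the other 8, but RG2833 replicate 4, at 171 CPM, lay within the range of the others (106 to 194 CPM), and 2 libraries are too few to decide.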
